A study of Eriocheir sinensis with 6 samples. Its data were reported in "Integrated Analysis of ATAC-Seq and RNA-Seq Reveals the Signal Transduction Regulation of the Molting Cycle in the Muscle of Chinese Mitten Crab (Eriocheir sinensis)" (2026).

How the data were processed

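Muscle of the Chinese mitten crab (Eriocheir sinensis) was compared between the post-molt stage, after the old shell is shed, and the pre-molt stage, before it. Per the labels, crabs weighed 8.41 ± 1.47 g on average and were kept at 20 °C. Each group had 3 libraries, and the study's methods state that each sample came from a different crab. Groups and replicate numbers were taken from the sample titles.

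According to the study's methods and the submitters' processing notes, paired reads were aligned with HISAT2 2.0.5 and uniquely aligned fragments were counted per gene with featureCounts 1.5.0-p3. Whether the counting used strand is not given in the sources used here. The authors deposited a table of FPKM values (fragments scaled to gene length and library size) for 18729 genes. Each listed gene reached an FPKM of at least 1.00 in some library, so genes below that level were not analysed here. The authors also deposited a comparison of post-molt with pre-molt muscle for 1684 genes, all with an adjusted p of at most 0.0499, which holds their log2 fold changes, their p-values and a normalized signal per library, that is, counts divided by a size factor. The value columns of the FPKM table carry a different tissue prefix from those of the comparison table, but each matched the column of the same stage letter and number exactly, up to 1 factor per library and the gene length. No gene ID of the files matched the reference gene table (0 IDs), and 0 of the authors' gene names were more than a prediction label. The preset lists of muscle, cuticle, hemocyte, hepatopancreas, nerve and other genes therefore could not be used, including the markers of other cell types, so the tissue could not be checked by its genes. Genes were named only where the study gives a name to the ID, and 1 tested candidate receptor is not reported here. Gene coordinates were not used here; chromosome and order were read from the gene IDs, whose chromosome was that of the authors' table for 1430 of 1430 genes compared.

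The normalized values of each library in the authors' table were whole multiples of 1 step, and 100% of FPKM values came out as whole fragments within a tolerance of 0.001 once a gene length was recovered. Of the 1684 known lengths, 98.6% were recovered exactly and 23 as a fraction of the length. On simulated data the recovery was exact for 97.4% of 1989 genes. Recovered totals were 4168751 to 5117246 fragments per post-molt library and 5810064 to 6768306 per pre-molt library. The deposited FPKM were not divided by these totals: the library size behind them was 0.280 to 0.344 of the total in post-molt and 0.633 to 0.819 in pre-molt. That size followed the authors' size factors to within 0.969 to 1.04 of the mean ratio. How the scaling was made is not given in the sources used here. For a gene of the median length, 1153 bases, 1 fragment was worth 0.493 to 0.742 FPKM in post-molt and 0.175 to 0.236 FPKM in pre-molt, so low genes were measured less precisely in post-molt. No pair of libraries agreed within sampling noise: the lowest chi-square per degree of freedom between them was 12.5. Libraries of different crabs vary beyond sampling noise anyway, so this check could only have found near-identical libraries.

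The main test was limma 3.58.1 in R 4.3.3, with moderated variances and an intensity trend, on log2(FPKM + 1) for 17465 genes with a mean FPKM of 0.5 or more over the 6 libraries. Group was the only term. Genes were called at a Benjamini-Hochberg adjusted p of 0.05 or less and an absolute log2 fold change of 1 or more, the thresholds of the study. Fold changes are post-molt over pre-molt on the log2(FPKM + 1) scale, which understates the change of low genes. The study's 8 lists of genes that changed in both of its assays between neighbouring stages were tested with camera (preset correlation 0.01), with an estimated correlation, and with fry, adjusted over the 8 lists. Library correlations and shares of FPKM were tested with exact permutation tests. Neighbouring calls were compared with 100000 random placements of the calls. As alternatives, edgeR 4.0.16 and DESeq2 1.42.0 were run on the recovered fragments. Other alternatives were a replicate block, pseudocounts, filters, scalings, variance settings and leaving out each library. These were set before the data were examined, except thinning the libraries to an equal effective depth and the ratios of called genes at a common FPKM sum, which were chosen after seeing the data. DESeq2 on the recovered fragments gave log2 fold changes with a median absolute difference of 0.0041 from the authors' deposited table over 1680 genes.

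Fragments were simulated for 17446 genes, with 50 genes changed at each size. The limma test called 0% of genes changed 2-fold, 24% at 4-fold, 48% at 8-fold and 84% at 16-fold. It made 12 false calls, 0.0696% of the unchanged genes. In the same simulation edgeR called 8%, 62%, 70% and 98%, also with 12 false calls. Named genes followed a rule set before the data were examined: the candidate receptors of the study, and, because no names could be had, at most 2 IDs with the largest rise and 2 with the largest fall among called genes whose groups did not overlap and whose higher group had a mean FPKM of 1 or more. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.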

Results

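Gene expression was measured by RNA-seq in muscle of the Chinese mitten crab, an arthropod that grows by shedding its shell, in 3 post-molt and 3 pre-molt libraries. The recovered totals were 4168751 to 5117246 fragments in post-molt and 5810064 to 6768306 in pre-molt libraries. Between 15299 and 16011 genes were above 0 in a post-molt library, and between 16922 and 17489 in a pre-molt library. Spearman correlations across 18729 genes were 0.765 to 0.817 between post-molt libraries, 0.869 to 0.915 between pre-molt libraries and 0.670 to 0.748 between the stages. Genes are not independent replicates. The mean correlation within groups exceeded that between groups by 0.119, with a one-sided exact permutation p of 0.1, the smallest p that 3 against 3 libraries allow. The first principal component held 60.2% of the variance and separated the stages, and the second held 17.4% and set post-molt replicate 3 apart from the other post-molt libraries.

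The first comparison asked which genes differ in muscle between the stages on either side of the molt. Of 17465 genes tested, 1316 were called by limma, of which 1036 were higher and 280 lower in post-molt muscle. The median ratio of mean FPKM was 10.96 for the higher genes and 3.83 for the lower genes, with genes that had no fragment in their lower group set to 3 fragments over that group. With every library rescaled to a common FPKM sum, an alternative chosen after seeing the data, the medians for the same genes were 4.47 and 9.66, so which direction showed the larger changes depended on the scaling. No fragment was recovered from any pre-molt library for 100 of the higher genes, nor from any post-molt library for 88 of the lower genes. The ratios of these genes are lower bounds, with a median of 43.1 and 1.53. Without these genes the median ratios were 9.80 for the higher and 5.43 for the lower genes. At the common FPKM sum they were then 3.92 and 13.8. Genes called higher held 43.9% ± 8.67 (SD, n = 3) of all fragments in post-molt and 6.61% ± 0.674 in pre-molt libraries. Genes called lower held 0.705% ± 0.0751 and 11.6% ± 0.404. The groups did not overlap in 4663 of the genes tested (26.7%), where chance gives 10%.

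The direction of the calls depended on the scaling of the libraries. With quantile normalization 964 genes were called higher and 613 lower, and with FPKM rescaled to a common sum (TPM) 601 were higher and 5889 lower, because this moved the median log2 fold change of all genes from −0.09 to −0.78. The count fell to 783 without pre-molt replicate 1 and to 803 without pre-molt replicate 3, and rose to 2200 with limma array weights.

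**Figure D1:**
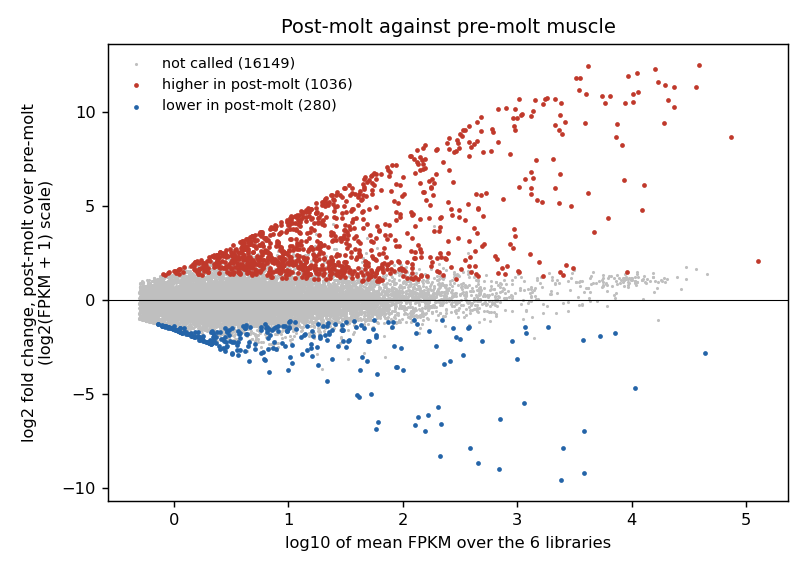
Fitted log2 fold change of each tested gene, post-molt over pre-molt on the log2(FPKM + 1) scale, against the log10 of its mean FPKM over the 6 libraries. Red points are the 1036 genes called higher and blue points the 280 called lower in post-molt muscle. The distance of either colour from 0 depends on the scaling of the FPKM.

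The genes named here were ranked on the log2(FPKM + 1) scale, which shrinks the changes of genes with low values in either stage. On it the largest rise was in evm.TU.CM024156.1.378, an unnamed predicted gene on chromosome CM024156.1, with 78078 ± 27765 FPKM in post-molt and 11.7 ± 2.05 FPKM in pre-molt muscle (SD, n = 3; limma log2 fold change 12.54, SE 0.33, adjusted p = 2.4e-07). The next was evm.TU.CM024112.1.487 on chromosome CM024112.1, at 8335 ± 3746 and 0.372 ± 0.332 FPKM (limma log2 fold change 12.48, SE 0.41, adjusted p = 3.3e-07). With edgeR on the recovered fragments the order of these genes turned, with log2 fold changes of 12.66 and 14.12. The pre-molt level of the latter rested on 0, 1 and 1 fragments. The 2 largest falls on the log2(FPKM + 1) scale were in gene models outside the predicted set, which are left without their IDs. The former measured 14.8 ± 23.1 FPKM in post-molt and 4819 ± 859 FPKM in pre-molt (limma log2 fold change −9.60, adjusted p = 0.00038), and the latter 20.7 ± 25.8 and 7739 ± 1013 FPKM (limma log2 fold change −9.24, adjusted p = 8.6e-05). In both, most post-molt fragments came from replicate 2, with 54 and 48. The order of the falls also depended on the scale: edgeR gave −8.44 and −8.61 for these models and −10.63 for a predicted gene with 1 post-molt fragment in all.

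The second comparison concerned the candidate G protein-coupled receptors that the study selected in neighbouring stage steps, including those its structure predictions later did not keep. Expression of 4 receptors was higher in post-molt muscle. FMRFaR, a receptor for FMRFamide neuropeptides (evm.TU.CM024127.1.244), was at 72.0 ± 15.6 FPKM in post-molt and 13.7 ± 3.63 FPKM in pre-molt (SD, n = 3; limma log2 fold change 2.32, SE 0.31, adjusted p = 0.0016). GRM7, a metabotropic glutamate receptor (evm.TU.CM024146.1.116), was at 12.1 ± 2.61 and 0.287 ± 0.0677 FPKM (limma log2 fold change 3.33, SE 0.32, adjusted p = 0.0002). The receptor mth2 (evm.TU.CM024134.1.314), named after the methuselah family of insect receptors, was at 68.0 ± 28.7 and 12.5 ± 3.002 FPKM (limma log2 fold change 2.30, SE 0.36, adjusted p = 0.0043). The orphan receptor gpr161 (evm.TU.CM024164.1.176) was at 5.92 ± 2.24 and 0.742 ± 0.329 FPKM (limma log2 fold change 1.96, SE 0.37, adjusted p = 0.012). Of 11 candidates, 10 were tested, and the same 4 were called when adjusted over the list alone. The study chose these receptors partly on these libraries, so that count is not independent evidence.

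The remaining candidates did not pass the test. The study did not keep the rhodopsin-like gene, sky and HTR4 as receptors after its structure predictions. The log2 fold changes were 0.89 for the rhodopsin-like gene (limma adjusted p = 0.21), 0.70 for moody (0.34) and 0.65 for sky (0.37), 0.42 for HTR4, named after a serotonin receptor (0.59), and 0.08 for Kpna6 (0.93). Rescaling to TPM turned the sign of these 5. Few fragments lay behind some of them: moody had 3 to 6 per post-molt library and the rhodopsin-like gene 5 to 6. SSTR2 was not analysed here. The gpr161 call ended without pre-molt replicate 1 (limma adjusted p = 0.055) and without pre-molt replicate 2 (0.056), with a range of 5.9e-08 to 0.058 over its alternatives, and it ended with a pseudocount of 5, where the log2 fold change was 0.91. Rescaling to TPM ended the calls of gpr161 (log2 fold change 0.82, limma adjusted p = 0.058) and of mth2 (0.99, 0.065), whose range over its alternatives was 5.2e-09 to 0.065. Under it the log2 fold change of FMRFaR fell to 1.01 (limma adjusted p = 0.042, with a range of 3.4e-09 to 0.042 over its alternatives) and that of GRM7 to 1.92 (0.0023, with a range of 1.6e-33 to 0.0026), and both stayed called. The log2 fold change of GRM7 also depended on the pseudocount, at 1.68 with a pseudocount of 5 and 4.97 with 0.1. With edgeR on the recovered fragments, which differs in more than the pseudocount, GRM7 was at 5.34 and gpr161 at 2.96.

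**Figure D2:**
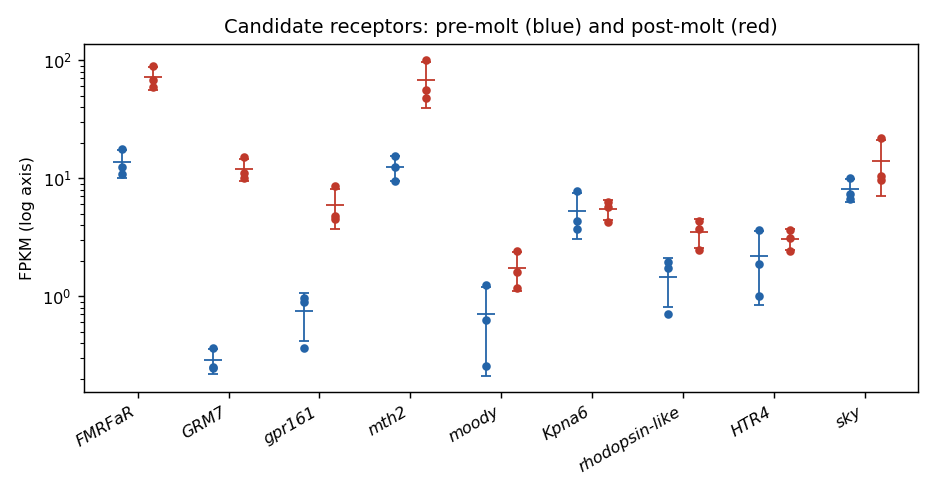
FPKM on a log axis of candidate receptors, in pre-molt (blue) and post-molt (red) muscle. Points are libraries, horizontal dashes are means and bars are SD (n = 3). FMRFaR, GRM7, gpr161 and mth2 show no overlap between stages and were called. The values of the rhodopsin-like gene do not overlap between stages either, but it was not called.

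The third comparison asked how genes that moved in neighbouring stage steps differ between the ends of the molt. The lists hold genes that the study found changed in both expression and chromatin accessibility, and they were chosen partly on these libraries, so their directions are not independent evidence. Genes that fall from post-molt to inter-molt were higher in post-molt than in pre-molt muscle: 180 of 431 tested members were called higher and 0 lower, with a median log2 fold change of 1.15 (camera adjusted p = 4.2e-38). Genes that rise from molt to post-molt had 23 of 60 members called higher and 2 lower, with a median of 0.99 (camera adjusted p = 8.5e-13). Genes that rise from pre-molt to molt had 87 of 310 called higher and 0 lower, with a median of 0.64 (camera adjusted p = 2.2e-18), but this call was lost with an estimated correlation (adjusted p = 0.053 with an estimated correlation). Genes that fall from pre-molt to molt had 19 of 161 called lower and 1 higher, with a median of −0.57 (camera adjusted p = 1.6e-08).

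Genes that rise from post-molt to inter-molt had 2 of 39 members called lower and 0 higher, with a median of −0.46 (camera adjusted p = 0.0019). The remaining 3 lists did not pass camera. Those were the genes that fall from molt to post-molt (23 tested, median 0.11, adjusted p = 0.79) and the genes that rise (11 tested, median −0.02, 0.44) or fall (5 tested, median 0.28, 0.44) from inter-molt to pre-molt. The other 4 calls held with an estimated correlation, but at far larger p. The camera adjusted p was then 0.024 for genes that fall from post-molt to inter-molt and 0.024 for genes that rise from molt to post-molt. It was 0.012 for genes that fall from pre-molt to molt and 0.044 for genes that rise from post-molt to inter-molt. Adjusted over the list alone, called members numbered 218 higher in the post-molt to inter-molt list of falling genes, 101 higher in the pre-molt to molt list of rising genes, 29 higher and 3 lower in the molt to post-molt list of rising genes, and 25 lower and 2 higher in the pre-molt to molt list of falling genes. With FPKM rescaled to TPM the medians turned to −0.31 for genes that rise from pre-molt to molt and −0.10 for genes that rise from molt to post-molt, and the median of genes that fall from post-molt to inter-molt dropped to 0.12. All 3 lay above the median of all genes under that scaling, −0.78. Of the 1316 called genes, 247 (18.8%) were in any of the 8 lists and 1069 in none.

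**Figure D3:**
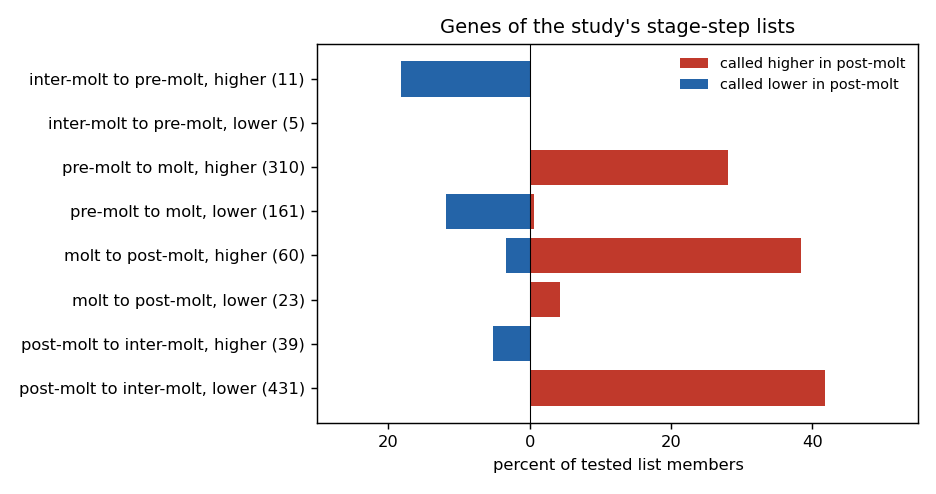
Percent of tested members of each of the study's 8 lists that were called higher (red, to the right) or lower (blue, to the left) in post-molt than in pre-molt muscle; the number tested is in parentheses. The longest bar is that of the genes that fall from post-molt to inter-molt, with 180 of 431 called higher.

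Called genes tended to lie next to each other along chromosomes when only tested genes were counted. Consecutive here means next to each other among the tested genes, and untested genes in between were skipped. The filter on mean FPKM drops genes that are low in both stages, so called genes can lie further apart than their rank shows. Of 14537 predicted genes ordered by their IDs, 1149 were called, and 334 consecutive pairs were called in the same direction, where random placement gave 60.9 (one-sided permutation p = 1e-05, the smallest that 100000 placements can give). Both genes were higher in 307 pairs and lower in 27. Stretches of 3 or more called genes, consecutive among tested genes, numbered 63, of which 59 were higher, and they held 256 genes. The longest, 14 genes on chromosome CM024112.1 between order numbers 473 and 504, had a median log2 fold change of 4.53. A stretch of 13 genes on CM024135.1 between 462 and 477 had a median of 8.02, and a stretch of 11 genes on CM024108.1 between 89 and 103 had a median of 8.74. On CM024166.1, 6 genes between 163 and 171 summed to 237856 FPKM in post-molt and 454 FPKM in pre-molt muscle. The longest stretch of lower genes held 4 genes on CM024112.1 between 13 and 17, with a median of −2.78.

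**Figure D4:**
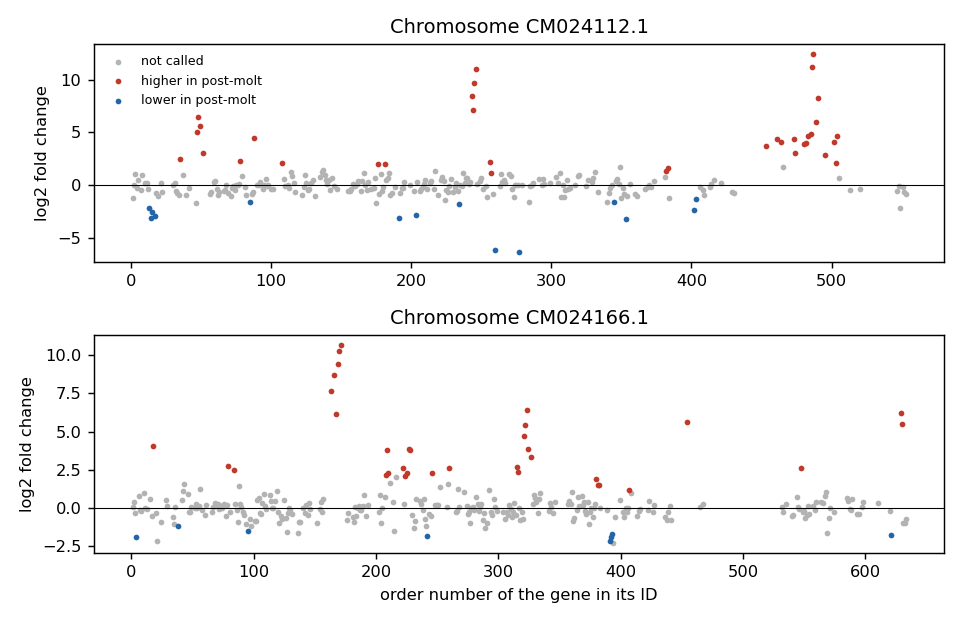
Fitted log2 fold change (post-molt over pre-molt, log2(FPKM + 1) scale) of tested predicted genes along chromosomes CM024112.1 and CM024166.1, by the order number in the gene ID. Red points were called higher, blue lower and grey not called; the red points gather in stretches, among them the 14 genes between 473 and 504 on CM024112.1.

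The most abundant genes took a large part of the signal in both stages. The 10 most abundant genes of each library held 26.4% ± 4.27 of the FPKM total in post-molt and 20.8% ± 0.665 in pre-molt (SD, n = 3), a difference that did not pass a two-sided exact permutation test (p = 0.2). The 50 most abundant held 54.1% ± 1.25 and 46.9% ± 1.03 (SD, n = 3), where the exact permutation p was 0.1, the smallest this design allows. Among the 100 genes with the highest mean FPKM, 26 were called higher and 3 lower.

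In the authors' deposited table, 1388 genes were higher and 296 lower in post-molt muscle. Of its 1684 genes, 1680 were tested here, all 1680 had the same sign, and 1116 were called by limma as well. Another 200 genes were called by limma only. The authors' comparison was made from the same libraries and holds only genes that passed in it, so the shared signs are not independent evidence. In it 29 genes had an absolute log2 fold change under 1. The fold minimum removed no limma call, and at adjusted p alone the overlap was also 1116. In the authors' deposited table the log2 fold changes of the called receptors were 2.38 for FMRFaR, 5.37 for GRM7, 2.98 for gpr161 and 2.42 for mth2, without the pseudocount on FPKM. The overlap fell to 739 genes without pre-molt replicate 1.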

Values the study reported

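The study reported Spearman correlations of 0.8137 to 0.9209 among post-molt and 0.8353 to 0.9013 among pre-molt muscle libraries. These ranges differ from those found here, where only genes that reached the listing level of the FPKM were used. The reason for the difference was not tested. It counted 2197 differentially expressed genes from pre-molt to molt, 411 from molt to post-molt, 2011 from post-molt to inter-molt and 164 from inter-molt to pre-molt. Genes that changed in both assays numbered 491, 84, 491 and 17 in those steps. For FMRFaR it gave log2 fold changes of 2.96 from pre-molt to molt and −3.99 from post-molt to inter-molt. For GRM7 the value from post-molt to inter-molt was −7.62. For mth2 it gave 1.92 from molt to post-molt and a fall from post-molt to inter-molt. It also listed gpr161 as rising from pre-molt to molt and falling from post-molt to inter-molt.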

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

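Thinning to an equal effective depth and the ratios of called genes at a common sum were chosen after seeing the data. After thinning, 1066 genes were called. Rescaling to TPM called 6490 genes (8167 at adjusted p alone) and 2 receptors, and turned the medians of the lists of genes rising from pre-molt to molt (−0.31) and from molt to post-molt (−0.10); its own construction moves every gene, and the median over all genes went from −0.09 to −0.78. Array weights called 2200 genes (2278 at adjusted p alone), with a weight of 8.80 on pre-molt replicate 1, 1436 higher and 764 lower. The count test called 1971 genes with edgeR and 1671 with DESeq2, which left 2053 genes without an adjusted p. Counting pairs within 3 places gave 639 neighbouring pairs, as more pairs are counted. Leaving out 1 library gave 783 to 1406 genes, called and at adjusted p alone alike, 3 to 4 receptors, 5 lists in each case, an overlap of 739 to 1127 genes with the authors' deposited table, a within-minus-between correlation of 0.0863 to 0.149 and a difference in the share of the 10 most abundant genes of 4.20 to 8.04 points. The lowest counts were without pre-molt replicate 1 (783) and replicate 3 (803). Where no construction is named, the cause was not tested. Another 103 counts and values of the comparisons stayed within 1.5 times or kept their direction. Of the single receptors and lists, 330 values kept their side of the threshold, 6 no longer passed it and 2 turned sign while passing it. The 330 include values that turned sign but passed neither there nor in the main test.

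The replicate numbers shared by the stages did not pair the samples: deviations of same-numbered libraries correlated at −0.03, −0.03 and −0.05, and no sample correlated best with its own number. With the replicate block 1003 genes were called, of which 976 were shared with the calls without it. The preset gene lists were not run, as no gene names matched. Shallower post-molt libraries limit low genes there, where 1 fragment at the median length is worth 0.493 to 0.742 FPKM.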

Other observations

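The tests of carry-over and of stretches with both directions were chosen only after the results were seen. Most of the very abundant genes had fitted log2 fold changes on the same side of 0, though most did not pass the test. Of 117 genes with a mean of 5000 FPKM or more, 85 were not called, and 82 of those had a fitted log2 fold change above 0, with a median of 1.04 and quartiles of 0.86 and 1.18. The median of genes not called was 0.34 between 500 and 5000 FPKM, 0.10 between 50 and 500 and −0.18 between 0.5 and 5. These offsets depend on the scaling of the FPKM, and the group was not tested. On CM024112.1, 35 genes were higher and 14 lower, which is 17.0% of its tested genes against 7.90% of the 14537 predicted genes ordered by their IDs. That share was not tested apart from the stretches of neighbouring calls it holds. Of 2928 tested gene models outside the predicted set, 4.03% were called higher and 1.67% lower, and of 14299 predicted genes 6.29% and 1.59%, a difference that was not tested with neighbouring calls taken into account.

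Among called genes, 78.7% were higher in post-molt. With every library thinned to the smallest effective depth, 81.8% were higher. Under the deposited scaling this argues against shallower post-molt libraries as the cause. Effective depth is the library size behind the deposited FPKM, so the thinning cannot judge depth apart from that scaling. Scaling of the FPKM stays open. Median-ratio scaling gave 77.2%, above the bound set before the test, but that bound was wrong: the deposited values already followed such a scaling, with median-ratio factors of only 0.989 to 1.06, so the test moved almost nothing. Quantile normalization gave 61.1% and TPM 9.26%, and no added standard RNA was used here to choose between them, so an actual rise of many genes and an effect of scaling cannot be told apart.

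Among tested genes, called genes were next to each other 5.49 times as often as random placement gives. Shared abundance of neighbours is argued against as the cause, since placement within 20 abundance classes still left 4.53 times as many pairs. A gene split into adjacent models stays open. Pairs 2 or 3 places apart were 2.53 times as many as random placement gives, past the bound set before, but a gene split into more than 2 models gives such pairs too, and pairs with no called gene between them were 0.721 times the random number. No excess of stretches holding both directions was found, with 1.01 times as many opposite pairs within 10 places as random placement gives (one-sided permutation p = 0.41). A candidate explanation is that copies of 1 gene family lie side by side and change together, which was not tested, as no sequence was used here. Reads of 1 copy placed on another stay open too: per the study's methods only uniquely aligned fragments were counted, which limits them, but they were not tested.

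Some pre-molt fragments were found for genes raised most in post-molt. For 31 genes with a fitted rise of over 1000-fold and at least 5000 post-molt fragments, they were 0.013% to 0.247% of the post-molt fragments, with a median of 0.116%. Fragments carried over between libraries could give part of them. The highest share that all 98 abundant higher genes allow was 0.0652%, at a confidence of 95% over all of them. It gives 58.0% of the pre-molt fragments of these 31 genes, so carry-over at a fixed share falls short of giving all of them. Up to that part, carry-over and low pre-molt expression cannot be told apart, and the fold changes of these genes may be larger than measured.

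The real split of the 6 libraries called 1316 genes by limma, with the fold minimum and at adjusted p alone, and 4 receptors. The highest of the other splits called 0 genes and 0 receptors, with up to 972 genes at an unadjusted p under 0.05. Every other split mixed the stages, which adds the stage difference to the spread within its groups and holds calls down. Those 0 calls are therefore no measure of chance. No other tool was run on these splits. For the lists, at the preset correlation, 5 passed in the real split and 5 in the highest of the others, and 3 of the 10 splits reached that number. The lowest of the others still passed 1 list. With 10 splits the share is never under 0.1, too few to test chance.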
